A study of Mus musculus with 3 samples. Its data were reported in "Liebenberg syndrome severity arises from variations in Pitx1 locus topology and proportion of ectopically transcribing cells" (2025).

How the data were processed

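Single-cell RNA sequencing (10x Genomics, 3' kits with unique molecular identifiers, UMIs) was analysed for 3 libraries of mouse forelimb buds at embryonic day 12.5. 2 libraries, Inv1 replicates 1 and 2, carried the heterozygous Pitx1-Inv1 allele, an inversion that brings the limb enhancer Pen nearer to Pitx1 in the forelimb. 1 library, dCas9P300-TSS replicate 1, carried a fusion of catalytically dead Cas9 and the P300 acetyltransferase core, placed in the Shox2 locus, with guide RNAs directed at the Pitx1 transcription start site. Per the labels all came from the G4 embryonic stem cell line. The study's methods name a second line, C2, edited at the ColA1 locus that holds the guide RNAs of dCas9P300-TSS. They describe the lines as male, whereas Y-linked genes were near 0 in Inv1, so the origin of the Inv1 embryos stays uncertain. The labels name 1 kit version and 1 sequencer for all libraries, whereas the study's methods name an earlier kit version and another sequencer for Inv1 than for dCas9P300-TSS. Group therefore cannot be separated from library chemistry, sequencer, stem cell line or embryo batch. The labels do not say which embryos were pooled in each library, so p-values speak only for these libraries. Each fit left 1 residual degree of freedom, and the test shares variance across genes. Its p-values therefore need not reflect the spread of a single gene between libraries. No wildtype library was used here.

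The deposited values are UMI counts per gene and cell barcode that the authors made with Cell Ranger 6.1.2 from a mouse genome (mm39) extended with the dCas9P300 transgene. The deposited counts were checked to be whole numbers and unnormalised. The study's later steps in Seurat and DoubletFinder were repeated here in outline, with the tools named below. Of the 55052 feature identifiers in the files, 54464 (98.9%) were found in the GENCODE annotation of mm39, which gave the coordinates and gene types.

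The files held 4267, 3762 and 10153 barcodes for Inv1 replicate 1, Inv1 replicate 2 and dCas9P300-TSS replicate 1. Total UMIs were 55536830, 59771286 and 74715363. Median UMIs per barcode were 11920, 14335 and 6245, median genes 3987, 4404 and 2526, and the median mitochondrial percentage 2.24, 2.22 and 1.45. The limits stated in the study's methods were applied to every barcode: over 200 and under 5000 genes, over 1000 and under 26000 UMIs, and over 1% and under 5% mitochondrial UMIs. They left 2779, 2296 and 7707 cells, or 65.1, 61.0 and 75.9% of the barcodes. The gene limit alone removed 839, 1156 and 173 barcodes, and the lower mitochondrial limit 223, 91 and 2214. Cells with over 1% haemoglobin UMIs (14, 2 and 3) were left out as red blood cells. Doublets were removed per library as the highest Scrublet scores, at 0.8% of barcodes per 1000 barcodes, which took away 94, 69 and 626 cells and left 2671, 2225 and 7078.

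Cells of all libraries were clustered together with scanpy 1.11.5 and leidenalg 0.10.2 in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0). Counts were log-normalised, 2000 variable genes were scaled within each library with cell cycle scores regressed out, and 50 principal components with 20 neighbours were used for cell classes and 20 components for mesenchymal clusters. Leiden resolutions were 0.6 and 0.8. Pitx1, dCas9P300, Shox2 and Tbx4 were kept out of the clustering genes so that their distribution could be read from the clusters. Clusters were named from marker lists, a name requiring at least 3 markers among those detected in 10% of the cluster at 1.5 times the level elsewhere and a score of 0.2, and otherwise left unnamed. The naming score and the haemoglobin limit were changed after the cluster markers were seen and before any Pitx1 value was read. The first naming rule was kept as an alternative. 2 of 22 class clusters (810 of 11974 cells) and 3 of 17 mesenchymal clusters (1760 of 9773 cells) stayed unnamed. Names such as muscle-like describe expression only.

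Shares of cells with at least 1 UMI have exact (Clopper-Pearson) 95% intervals, which cover counting error only. Cells are not replicates, so no p-value was made from cells. Shares were also taken after thinning each cell to 3000 or 5000 UMIs, which leaves out cells with fewer. A count of 0 allows up to 3 counts. Epithelium-like, muscle-like, endothelium-like and immune-like cells together served as the background for Pitx1. Odds ratios for 2 transcripts in the same cell are Mantel-Haenszel estimates within clusters and 5 UMI strata.

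UMIs were summed over the cells of a class in each library and tested with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood F test, two-sided, Benjamini-Hochberg adjustment over all genes tested, threshold 0.05) in R 4.3.3. Standard errors (SE) of log2 fold changes are the fold change over the square root of F. The fits were mesenchyme against other classes within Inv1, proximal against distal mesenchyme within Inv1, the interaction of region and group, Inv1 against dCas9P300-TSS in each class with at least 30 cells per library, and Pitx1-positive against Pitx1-negative mesenchymal cells within Inv1. For the last, cells with a Pitx1 UMI were taken in rising order of UMI total. Each was paired with the unpaired cell without one from the same library and cluster with the nearest UMI total. Where cells without one ran out in a cluster, the deepest positive cells stayed unpaired and depth was matched less closely. In fits between groups 1 residual degree of freedom came from the Inv1 pair, and the single dCas9P300-TSS library was assumed to vary as they did. Genes that define the clusters were not read from fits between clusters.

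Gene lists were tested with camera in limma 3.58.1 (preset correlation 0.01, and again with an estimated correlation) and with fry, with Benjamini-Hochberg over the lists with at least 3 genes tested. Each fit left 1 residual degree of freedom, so the estimated correlations were poorly determined and ranged from -0.333 to 1 over the lists. With so few degrees of freedom, the adjusted p-values from an estimated correlation cannot decide whether a list differed. The 24 lists were hindlimb programme, forelimb programme, chondrogenesis, joint interzone, tendon, connective tissue, proximal identity, distal identity, immediate early and stress, hypoxia and glycolysis, cell cycle S, cell cycle G2M, imprinted, polycomb repressive complex, Pitx1 neighbours, Shox2 neighbours, X inactivation and Y linked, nuclear retained RNA, and the markers of muscle, epithelium, endothelium, immune, neural crest and glia, and erythroid cells.

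Groups, comparisons, limits on cells, lists and the rule for naming genes were fixed before the data were examined, except where stated otherwise. Named genes are Pitx1, dCas9P300, Shox2, Tbx4, Tbx5, Gdf5, Foxc1, Sox9, Prrx1, Lhx9, Tbx15, Egr1, Runx2, Junb and Jund. Added to these are the 12 highest and 12 lowest fold changes with an adjusted p under 0.05 and a mean of at least 20 CPM (UMIs scaled to a common library total), both between groups, where unnamed gene models were left out and both Inv1 libraries had to lie on 1 side, and between Pitx1-positive and -negative cells. Of each list up to 4 members with the smallest p were eligible, and those not passing are only counted. Results for a pair of genes are not reported here.

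The tests were tried on simulated data, on libraries drawn from the summed counts with changes placed in 200 genes. Apart from these changes, all simulated libraries had the same gene shares and the fitted dispersions, so dCas9P300-TSS varied as assumed. The false calls below therefore do not cover differences of chemistry, depth or embryo between the groups. Between groups 40 of 67 genes changed 1.5-fold, 54 of 67 changed 2-fold and 65 of 66 changed 4-fold were called, and 13 of 172 calls were false. For Pitx1-positive against -negative cells 45, 62 and 66 were called, with 10 of 183 calls false. For proximal against distal cells 50, 58 and 65 were called with 8 false of 181, and for the interaction 13, 40 and 55 with 4 false of 112.

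Alternatives were DESeq2 1.42.0, RLE factors, no scaling beyond the total, no filter on low counts, thinned cells, equal cells per cluster, no doublet removal, looser limits on cells, an axis score in place of clusters, genes scaled over all libraries for the Pitx1 share, other resolutions, a minimum of 2 Pitx1 UMIs, unmatched negative cells, no strata, background subtraction, and leaving out each Inv1 library. Named classes only, the first naming rule, genes scaled over all libraries in the fit between groups, and other resolutions for the interaction were added after the data were seen. No scaling moved the median log2 fold change of all genes between groups to 0.27, from 0.02 with TMM. Endothelium-like, immune-like and glia-like cells were too few for a test between groups.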

Results

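Pitx1 is a transcription factor gene that patterns the hindlimb and is normally silent in the forelimb. The 3 forelimb libraries, from embryos of 40 to 45 somites, hold 2 ways of switching it on: an inversion that repositions its enhancer Pen (Inv1, 2 libraries) and a dCas9-P300 activator expressed from the Shox2 locus (dCas9P300-TSS, 1 library). The Inv1 pair held 8029 barcodes, of which the limits on cells left 5075, and dCas9P300-TSS held 10153, of which 7707 were left. After red blood cells and doublets were removed, 2671, 2225 and 7078 cells were analysed for Inv1 replicate 1, Inv1 replicate 2 and dCas9P300-TSS. dCas9P300-TSS has no replicate, so its values carry no spread between libraries. Below, 3 values in a row follow that order of libraries unless stated.

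The first question was which cells the forelimbs held. Most cells expressed limb mesenchyme genes, and these made up 83.8, 82.3 and 80.6% of the 3 libraries. Epithelium-like cells, marked by Krt15, Wnt6 and Trp63 or by Krt17, Sfn and Krt14, made up 5.95, 6.02 and 5.21%. Muscle-like cells fell into a progenitor cluster led by Pax7, Myf5 and Msc and a differentiating cluster led by Myog, Actc1 and Mylpf, and made up 3.48, 2.61 and 6.05%. Endothelium-like cells (Cdh5, Cldn5), immune-like cells (C1qb, Tyrobp) and glia-like cells (Foxd3, Fabp7) were rare, with 54, 26 and 23 cells in dCas9P300-TSS and at most 11 of a kind in either Inv1 library. Unnamed clusters held 5.73, 8.18 and 6.71%. One of them expressed Stmn2, Six2 and Fst and the other Fgf8, Sim2 and Dlk1. The mesenchyme divided into distal progenitors (Hoxd13, Msx1, Tfap2b, Lhx9), early digit condensations (Aldh1a2, Rarb), late digit condensations (Irx1, Nog, Sox6), mesopodium (Hand2, Pax9, Barx1), proximal condensations (Matn1, Hapln1, Acan), tendon progenitors (Igfbp3, Aldh1a3), irregular connective tissue (Dcn, Kera) and a small population of proximal progenitors (Penk, Nr2f1, Tbx3). The 95% intervals of the mesenchymal share, 82.4 to 85.2, 80.6 to 83.9 and 79.6 to 81.5%, overlapped between dCas9P300-TSS and Inv1 replicate 2, and the shares were not tested between groups.

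How far did each allele spread Pitx1 through the forelimb? Pitx1 (ENSMUSG00000021506, chromosome 13, 55972864 to 55984005 on the minus strand of mm39) had at least 1 UMI in 35.6% of mesenchymal cells of Inv1 replicate 1 (798 of 2239, 95% interval 33.7 to 37.7), 35.3% of Inv1 replicate 2 (646 of 1831, 33.1 to 37.5) and 8.63% of dCas9P300-TSS (492 of 5703, 7.91 to 9.39). The Inv1 mean was 35.5% ± 0.254 (SD, n = 2). Over all cells the shares were 31.9, 32.2 and 8.41%. In the classes taken as background, Pitx1 was found in 1.47, 1.46 and 4.33% of cells, at median depths of 14161, 15368 and 9323 UMIs against 10875, 11936 and 5608 in mesenchyme. In dCas9P300-TSS all of these background cells with Pitx1 were muscle-like. After thinning to 3000 UMIs the mesenchymal shares were 17.7, 16.0 and 5.59%, with 100, 29 and 387 cells left out. Pitx1 made up 75.0, 69.7 and 20.4 CPM of the mesenchyme before TMM scaling. In epithelium-like cells it was at 1.26 and 0.746% in Inv1 and in 0 of 369 cells of dCas9P300-TSS, which allows a share of cells with a UMI, not of cells expressing it, of up to 0.813%. Muscle-like cells departed from this order of the alleles. Pitx1 was in 2 of 93 and 2 of 58 muscle-like cells of Inv1 (2.15 and 3.45%) but in 38 of 428 of dCas9P300-TSS (8.88%, 6.36 to 12.0), where its level was 15.3 CPM against 3.63 and 2.01 in Inv1. Thinned to 3000 UMIs, the muscle-like shares were 2.33, 0 and 3.29%, too few positive cells to separate the libraries at that depth.

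**Figure D1:**
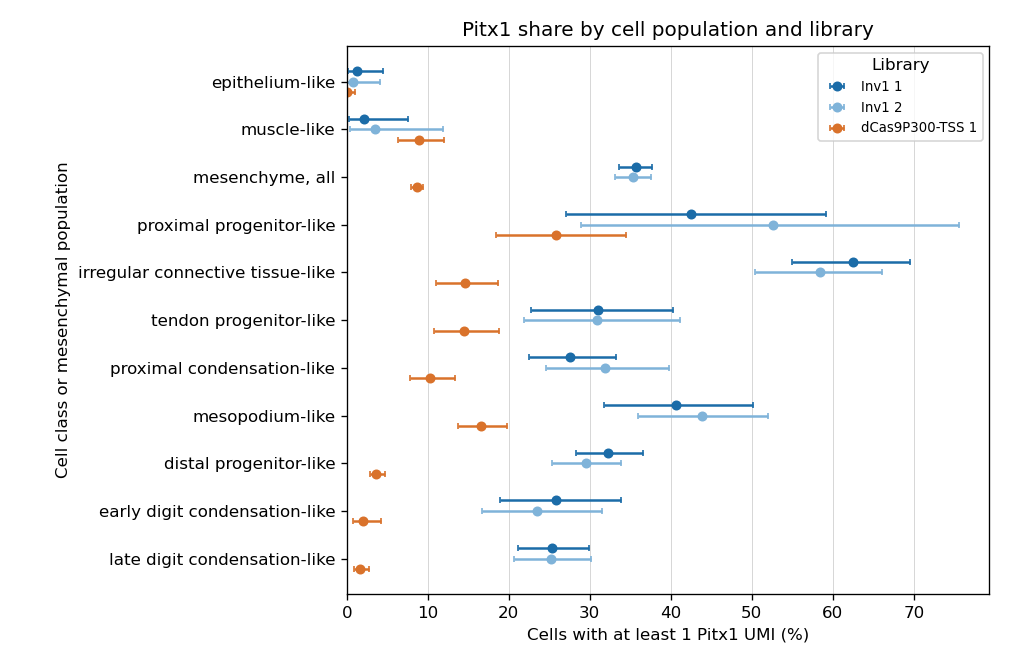
Share of cells with at least 1 Pitx1 UMI, in percent, for each cell class and mesenchymal population in each of the 3 libraries, with exact 95% binomial intervals as error bars. Irregular connective tissue of Inv1 reached 62.4 and 58.4%, and in muscle-like cells dCas9P300-TSS lies above Inv1.

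Within Inv1, Pitx1 was higher in mesenchyme than in all other cells together, with a log2 fold change of 1.11 (SE 0.092, edgeR quasi-likelihood adjusted p = 2.03e-14) and the same direction in both libraries. The other cells included the unnamed clusters, which held Pitx1 in 32.7 and 36.8% of Inv1 cells, chiefly the cluster with Fgf8 and Sim2 (64.6 and 57.1%, against 18.1 and 16.5% in the cluster with Stmn2 and Six2). The mesenchymal gene Prrx1 was in 73.2 and 81.9% of these unnamed cells. It was in 74.1 and 78.9% of Inv1 mesenchyme and 5.03 and 5.97% of epithelium-like cells. The value of 1.11 therefore does not set mesenchyme cleanly against cells of other kinds. Against named classes alone the log2 fold change was 5.48. The fold change without Inv1 replicate 1 was 1.08 and without replicate 2 it was 1.14. Shox2, a homeobox gene of the proximal limb, was higher in mesenchyme by 0.58 (adjusted p = 6.87e-07), though not with DESeq2, and this rested on 1 library, with 0.13 without replicate 1 and 1.07 without replicate 2. The unnamed clusters held more Shox2 than mesenchyme, at Inv1 means of 553 and 323 CPM. In the named classes outside mesenchyme the mean was 7.60 CPM. Tbx4, the hindlimb T-box gene that Pitx1 activates, was higher by 1.14 (adjusted p = 1.65e-04), again not with DESeq2. Its Inv1 means were 8.55 CPM in mesenchyme, 7.11 in the unnamed clusters and 1.63 in the named classes outside mesenchyme. It was found in 8.35 and 9.28% of Inv1 mesenchymal cells and in 3.58% of dCas9P300-TSS, and at equal depth in 2.52, 2.39 and 1.99%. The forelimb gene Tbx5 was far more frequent, in 68.5, 73.7 and 55.2% of mesenchymal cells, or 37.4, 38.4 and 37.4% at equal depth.

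The alleles could place Pitx1 in different parts of the limb. Proximal mesenchyme was taken as proximal progenitors, tendon progenitors, irregular connective tissue and proximal condensations. Distal mesenchyme was distal progenitors and early and late digit condensations. Mesopodium and the unnamed mesenchymal clusters were in neither. Those unnamed clusters held Shox2 at an Inv1 mean of 642 CPM and Pitx1 at 116, against 571 and 95.5 in proximal mesenchyme. Within Inv1, Pitx1 was higher in proximal than distal mesenchyme by 1.19 log2 units (SE 0.075, edgeR adjusted p = 6.50e-15; 1.24 and 1.16 without Inv1 replicates 1 and 2). It was found in 39.4 and 42.5% of proximal and 28.8 and 27.0% of distal cells. In dCas9P300-TSS it was found in 14.0% of proximal cells and 2.88% of distal cells, at 40.6 and 5.03 CPM. The proximal to distal ratio was smaller in Inv1 than in dCas9P300-TSS, an interaction of -1.64 (SE 0.19, edgeR adjusted p = 1.79e-11), and -1.71 and -1.78 without Inv1 replicates 1 and 2. At 3000 UMIs per cell the proximal shares were 23.4, 21.5 and 10.4% and the distal shares 11.9, 9.60 and 1.57%, with 27, 8 and 107 proximal and 44, 15 and 203 distal cells left out. Among the named mesenchymal populations the Inv1 share was highest in irregular connective tissue (62.4 and 58.4%), the muscle-associated connective tissue marked by Dcn and Kera. In dCas9P300-TSS it was highest in proximal progenitors (25.8%, 124 cells), a population that held only 40 and 19 cells of Inv1. Tendon progenitors held Pitx1 in 31.0, 30.9 and 14.5%, mesopodium in 40.7, 43.9 and 16.6%, and proximal condensations in 27.6, 31.8 and 10.3%. The digit populations also differed between the alleles: early digit condensations had 25.9, 23.5 and 1.95%, late digit condensations 25.3, 25.1 and 1.67%, and distal progenitors 32.3, 29.5 and 3.66%. Shox2 itself was steeply proximal in Inv1 (5.33 log2 units, edgeR adjusted p = 3.20e-31; 5.06 and 5.63 without Inv1 replicates 1 and 2). Its proximal levels were 585, 557 and 610 CPM, and its own interaction, 0.34, was not significant (adjusted p = 0.312; -0.04 and 0.55 without Inv1 replicates 1 and 2). Tbx4 lay the other way within Inv1, lower in proximal cells at -0.62 (adjusted p = 0.0132), a call lost with DESeq2.

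**Figure D2:**
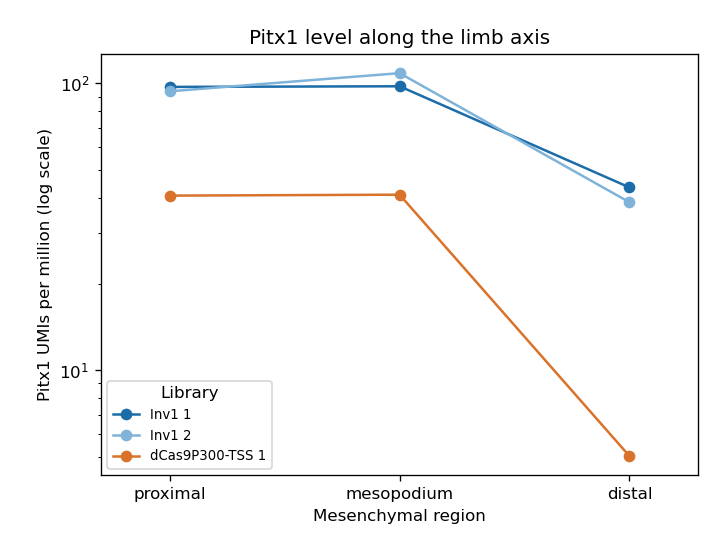
Pitx1 level in CPM (UMIs scaled to a common total of the region, log axis) in proximal, mesopodial and distal mesenchyme, 1 point per library. Distal mesenchyme holds 43.4 and 38.5 in Inv1 and 5.03 in dCas9P300-TSS, a wider gap than the 97.2 and 93.9 against 40.6 of proximal mesenchyme.

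Setting the whole mesenchyme of the alleles side by side shows what else differs between them. Pitx1 was 2.98-fold higher in Inv1 (70.8 and 66.0 against 22.9 CPM, log2 fold change 1.58, SE 0.085, edgeR adjusted p = 4.21e-07), and the transgene dCas9P300 was lower in Inv1 (-4.85, adjusted p = 3.69e-07; 0.391, 0.266 and 9.71 CPM). The largest differences lay elsewhere. H19, an imprinted growth-restraining RNA, stood at 245 CPM in dCas9P300-TSS and 1.80 and 0.798 in Inv1 (-7.52, adjusted p = 1.04e-09). The Y-linked helicase gene Ddx3y was at 66.3 CPM against 3.16 and 2.70. Kdm5d and Eif2s3y, also on the Y chromosome, were at 15.5 and 15.0 CPM in dCas9P300-TSS, against 0 and 0.0887 and against 0 and 0 in Inv1, and Uty was lower at -4.46. In the other direction Mid1, an X-linked ubiquitin ligase gene at the edge of the pseudoautosomal region, was at 59.5 and 83.8 CPM in Inv1 and 4.71 in dCas9P300-TSS (3.92, adjusted p = 4.63e-07). The ribosomal pseudogene Rps3a3 was at 8.39, Rps13-ps1 at 7.67, Rps15a-ps8 at 6.07, Ndufa12-ps at 2.60 and the tropomyosin copy Tpm3-rs7 at 3.27, but such copies share sequence with their parent genes and the assignment of their UMIs is uncertain. The noncoding RNA AA465934 (4.25), the calcium channel subunit gene Cacng7 (2.03), Hddc3 (1.96) and the haem-binding Hebp1 (1.72) were higher in Inv1. Replication-dependent histone genes, whose copies are alike and whose transcripts mostly lack poly(A) tails, made up 9 of the 12 lowest values, from -3.94 for H2bc18 to -2.60 for H2bc11, with H4c4 at 33.2, 28.6 and 293 CPM. Mir6236 was at -2.66. In all, 7293 of 17867 genes differed (3362 higher and 3931 lower in Inv1). With no scaling the split was 6446 and 2036, so the balance of directions depends on scaling. DESeq2 called 3108 genes and dropped, among the named ones, Shox2, Tbx5, Sox9, Tbx15, Egr1, Hoxc4, Col9a3, Col11a2, Hoxa9, Cbx8, Cxcl14, Rarres1, Snhg11, Stmn2, Erbb3 and the muscle, epithelium and erythroid markers.

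Most genes of the connective tissue list were higher in Inv1. Dcn, the proteoglycan decorin, was at 140, 151 and 41.9 CPM (1.79, edgeR adjusted p = 7.69e-08). Of 15 connective tissue genes 10 were higher and 1 lower in Inv1, the same numbers as adjusted over the list alone, with Postn (2.05), Dlk1 (1.47) and Col3a1 (0.85) among them (camera adjusted p = 0.00778, and adjusted p = 0.920 with an estimated correlation). Of 17 tendon genes 12 were higher and 2 lower, as when adjusted over the list alone, led by Kera (1.26), Col1a1 (1.16), Tnc (0.95) and Col5a1 (0.71), with camera adjusted p = 0.00293 and adjusted p = 0.823 with an estimated correlation. Of 24 chondrogenesis genes 15 were higher and 1 lower, or 17 and 1 adjusted over the list alone, with Matn4 (1.87), Comp (3.27), Col11a2 (1.49) and Col9a3 (1.21) the leading ones (camera adjusted p = 0.0196, and adjusted p = 0.972 with an estimated correlation). Their regulator Sox9 was lower, at -0.37 (adjusted p = 0.00422). Of 13 joint interzone genes 9 were higher and 1 lower, as adjusted over the list alone, with Enpp2 (1.38), Gdf5 (1.14), the BMP antagonist Nog (1.08) and Sfrp2 (0.86), at camera adjusted p = 0.0196 and adjusted p = 0.920 with an estimated correlation. The chondrogenesis and joint interzone calls were lost both with no scaling and under looser limits on cells.

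Distal progenitor and proliferation genes were on the other side. Of 16 distal identity genes 1 was higher and 11 lower in Inv1, or 1 and 13 adjusted over the list alone, with Msx1 (-0.72), Dach1 (-0.66), Lhx9 (-0.61) and Wnt5a (-0.59) the leading ones (camera adjusted p = 0.00293, and adjusted p = 0.823 with an estimated correlation; fry adjusted p = 0.0425). Of 54 G2M genes 52 were lower and 1 higher, as adjusted over the list alone, including Hjurp (-1.27), the chromatin protein gene Hmgb2 (-1.08), the centromeric histone gene Cenpa (-0.89) and Cks1b (-0.82), with camera adjusted p = 1.71e-13 and adjusted p = 0.920 with an estimated correlation. Under looser limits on cells, which changed those on genes, UMIs and mitochondrial share together, 22 G2M genes were lower and 8 higher, with a median of -0.14 in place of -0.91 and the calls of the G2M and distal identity lists lost. Of 43 S phase genes 31 were lower and 2 higher, as adjusted over the list alone, including Hells (-1.04), Rad51ap1 (-1.02), Clspn (-1.01) and Nasp (-0.82), with camera adjusted p = 1.57e-05 and adjusted p = 0.823 with an estimated correlation. Of 18 immediate early and stress genes 10 were lower and none higher, as adjusted over the list alone, with Fosb (-1.74), Fos (-1.53), Zfp36 (-1.18) and Klf4 (-1.12) in front (camera adjusted p = 0.00293, and adjusted p = 0.823 with an estimated correlation; fry adjusted p = 0.0425). Egr1, of the same kind, was at -0.72 (adjusted p = 0.00496), and at -0.45 without Inv1 replicate 1. Junb (-0.15, adjusted p = 0.390) and Jund (-0.13, adjusted p = 0.0817) did not pass.

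Genes of the limb identity lists moved apart rather than as sets. Membership of a list does not make a gene particular to fore- or hindlimb: Hand2, of the forelimb list, also marked mesopodium. Of 8 forelimb programme genes 3 were higher, among them Hoxc5 (1.96) and Hoxc4 (0.63), and 3 lower, among them Hand2 (-0.50) and Tbx5 (-0.24, edgeR adjusted p = 0.00918), as adjusted over the list alone (median 0.59, camera adjusted p = 0.541). Of 5 hindlimb programme genes Hoxa10 alone passed, at -0.40, as adjusted over the list alone, and the list's median of 0.13 and its test (Down, camera adjusted p = 0.927) differed in sign. Tbx4 did not pass (0.27, adjusted p = 0.166). Of 14 proximal identity genes 5 were higher and 5 lower, or 6 and 5 adjusted over the list alone, among them the Wnt agonist gene Rspo3 (-1.33), Hoxa9 (-0.66), Mab21l2 (-0.57) and Tbx15 (0.33, adjusted p = 0.00328), with camera adjusted p = 0.892. The mesenchymal gene Prrx1 was lower at -0.46 (adjusted p = 4.89e-05) and Shox2 at -0.17 (adjusted p = 0.0276), the latter with the opposite sign under no scaling (0.08). Foxc1 (0.32, adjusted p = 0.0537) and Runx2 (-0.22, adjusted p = 0.297) did not pass.

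Genes beside the edited loci were mixed. Of 8 Pitx1 neighbours 2 were higher, Tgfbi (0.87) and Cxcl14 (0.27; 0.42 without Inv1 replicate 1 and 0.12 without replicate 2), and 2 lower, Ddx46 (-0.82) and Macroh2a1 (-0.31), as adjusted over the list alone (camera adjusted p = 0.892). Of 8 Shox2 neighbours 4 were higher, with Ptx3 at 0.71, Gfm1 at 0.60 and Lxn at 0.38, and 3 lower, with Rarres1 at -1.14, as adjusted over the list alone (camera adjusted p = 0.761). Of 21 imprinted genes 7 were higher and 2 lower, as adjusted over the list alone, with Sgce at 0.81 and Mest at 0.79 (camera adjusted p = 0.422). Of 17 polycomb genes 4 were higher and 3 lower, as adjusted over the list alone, among them Phc2 (0.61), Ezh2 (-0.77), Cbx8 (-0.49) and Suz12 (-0.42), with camera adjusted p = 0.927. Of 15 hypoxia and glycolysis genes 3 were higher and 6 lower, as adjusted over the list alone, with the glucose transporter gene Slc2a1 at 0.67 and Hk2 (-0.73), Ldha (-0.50) and Tpi1 (-0.28) on the other side (camera adjusted p = 0.586). Of 5 nuclear retained RNAs 4 were higher and 1 lower, as adjusted over the list alone, with Meg3 at 0.61, Kcnq1ot1 at 0.50, Snhg11 at 0.42 and Malat1 at -0.31 (camera adjusted p = 0.297). Of 5 genes of X inactivation or the Y chromosome 4 were lower, as adjusted over the list alone (camera adjusted p = 9.48e-04, and adjusted p = 0.823 with an estimated correlation; fry adjusted p = 0.00478).

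Some markers of other cell types differed between the groups in the mesenchymal sums, though no list of them passed its test. Of 12 muscle markers 2 were lower, Actc1 (-0.78) and Mylpf (-0.50), or 1 adjusted over the list alone (camera adjusted p = 0.335). Of 10 epithelium markers Krt15 (1.36) and Krt5 (1.27) were higher, as adjusted over the list alone (camera adjusted p = 0.645). Of 8 neural crest and glia markers Sox10 (1.98), Tubb3 (1.31) and Erbb3 (0.68; 0.36 without Inv1 replicate 1) were higher and Stmn2 (-0.76) lower, as adjusted over the list alone (camera adjusted p = 0.169). Of 7 erythroid markers Hbb-bs (2.53), Hba-a2 (0.96; 0.49 without Inv1 replicate 1) and Hbb-y (0.84) were higher and Hbb-bh1 (-1.24) lower, as adjusted over the list alone (camera adjusted p = 0.927). None of the 6 endothelium and 6 immune markers passed, also none adjusted over the list alone, at camera adjusted p = 0.927 and 0.791. The immune median of 0.23 and its test (Down) differed in sign.

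Cell classes outside the Inv1 Pitx1 domain were then compared in the same way. H19 was lower in Inv1 in muscle-like cells (-4.03) and epithelium-like cells (-7.22) as well, though by less in muscle-like cells than in mesenchyme (difference -3.27, adjusted p = 2.35e-08). That smaller difference rested on 19 UMIs in 2 muscle-like cells of Inv1 replicate 1, with 0 UMIs in replicate 2. Rps3a3 was higher in both (8.70 and 8.82), Mid1 was higher in both (2.75 and 2.87), and H4c4 was lower in both (-3.44 and -3.39). The G2M gene Hmgb2 was at -1.09 and -1.30 there. In muscle-like cells 1313 of 9669 genes differed (480 higher and 833 lower), and in epithelium-like cells 1140 of 11270 (389 and 751). Of 1083 genes called in both mesenchyme and muscle-like cells, 1056 (97.5%) had the same direction, 361 higher in both and 695 lower in both, where independence would give 97.8 and 257. Of 1034 called in both mesenchyme and epithelium-like cells, 1015 (98.2%) had the same direction. Across genes the fold changes of mesenchyme correlated with those of muscle-like cells (Pearson's r 0.758, Spearman's rho 0.672) and of epithelium-like cells (0.717 and 0.656), genes not being independent replicates. Other genes broke this likeness. In muscle-like cells Pitx1 was lower in Inv1, at -2.47 (edgeR adjusted p = 1.93e-04), the reverse of mesenchyme, and Shox2 was higher, at 1.86. In epithelium-like cells Fos (2.76), Junb (2.44) and Egr1 (2.22) were higher in Inv1, while Fos and Egr1 were lower in mesenchyme.

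**Figure D3:**
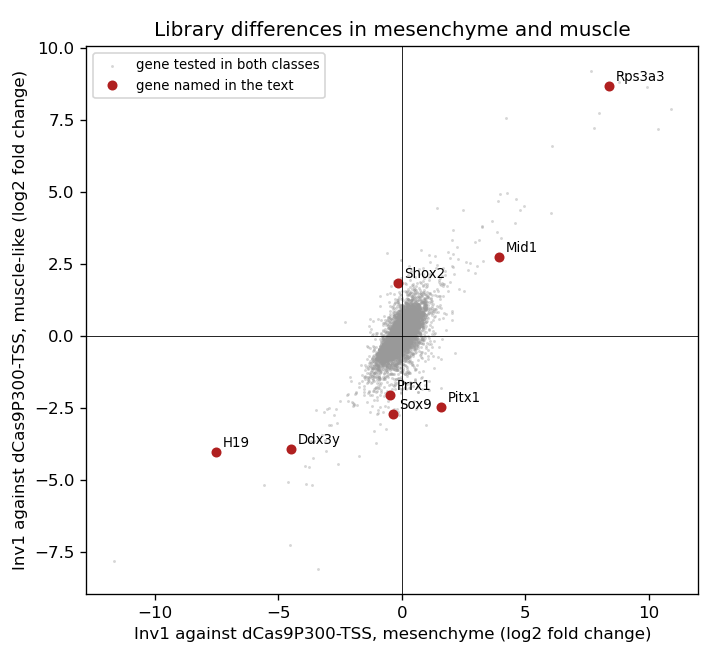
Log2 fold change of Inv1 over dCas9P300-TSS for each gene tested in both classes, in mesenchyme (horizontal) and muscle-like cells (vertical), with named genes in red. H19, Ddx3y, Mid1 and Rps3a3 lie on the same side of 0 in both classes, with H19 at -7.52 and -4.03, and Pitx1 lies at 1.58 and -2.47.

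Which cells of Inv1 take up Pitx1? Cells with a Pitx1 UMI were set against cells of the same library and cluster, nearest in depth, without one. This gave 702 and 580 pairs (96 and 66 positive cells had no partner). Median depths of positive and negative cells were 11408.5 and 11248 UMIs in Inv1 replicate 1 and 11600.5 and 12103 in replicate 2. Cells without a Pitx1 UMI include cells whose Pitx1 was not sampled, so genes that did not pass may still differ with its expression. Positive cells had more of Tfap2b (0.80, edgeR adjusted p = 7.92e-17), the dorsal limb gene Lmx1b at 0.58 (adjusted p = 2.00e-08) with its neighbouring transcript C130021I20Rik at 0.59, and the progenitor gene Msx1 at 0.44 (adjusted p = 1.64e-24). They had less of Irx5 (-1.13, adjusted p = 1.46e-20; -0.73 without Inv1 replicate 2), the tendon and connective tissue proteoglycan gene Ogn (-1.04, adjusted p = 6.45e-24) and the proximal gene Meis2 (-0.71, adjusted p = 4.97e-08). In all, 79 genes were higher and 134 lower, of 14232. DESeq2 called 5, Col3a1, Itm2a, Rspo1, Msx1 and Ogn, of which Itm2a and Rspo1 are named only because their values were seen, so that the other calls named here rest on edgeR. Higher too were the poly(A) polymerase gene Tent5a (0.66), the LIM cofactor gene Ldb2 (0.56), the FGF feedback gene Spry1 (0.48), Fam181b (0.48), Rspo3 (0.41), Pcdh7 (0.40; 0.63 without replicate 1 and 0.22 without replicate 2) and Ctsc (0.37, not called without the filter on low counts). Lower too were Kcnk2 (-0.89; -0.58 without replicate 2), Rprm (-0.74), the activin antagonist gene Fst (-0.73), Six2 (-0.70), Igf1 (-0.70; -0.42 without replicate 2), Olfml2b (-0.62), Igfbp3 (-0.62; -0.99 without replicate 1 and -0.31 without replicate 2), Pik3r1 (-0.60) and Apcdd1 (-0.58; -0.89 and -0.28). Shox2 (0.23, adjusted p = 4.56e-08) and Gdf5 (0.29, adjusted p = 8.58e-04; -0.14 with unmatched negative cells) were higher in positive cells. Tbx4 (0.43, adjusted p = 0.512), Tbx5 (0.01, adjusted p = 0.993), Sox9 (0.06, adjusted p = 0.642), Prrx1 (0.09, adjusted p = 0.150) and Lhx9 (0.14, adjusted p = 0.0710) did not pass. Nor did Foxc1, Tbx15, Egr1, Runx2, Junb and Jund. In 492 pairs of dCas9P300-TSS, given without a test, Tfap2b (0.98), Fst (-1.30) and Ogn (-0.50) lay on the same side, while Lmx1b was at -0.08 and Spry1 at -0.28.

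**Figure D4:**
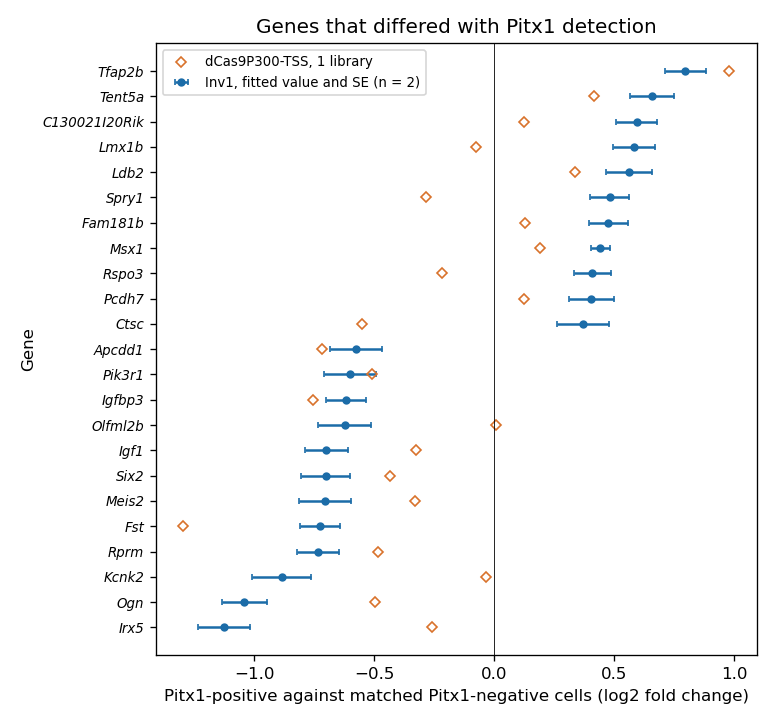
Log2 fold change of Pitx1-positive over matched Pitx1-negative mesenchymal cells for genes among the 12 highest and 12 lowest of Inv1 (fitted value ± SE, n = 2 libraries), with the value of dCas9P300-TSS as diamonds. Tfap2b and Irx5 are at the ends of the Inv1 values, at 0.80 and -1.13, and Lmx1b, Spry1, Rspo3 and Ctsc fall below 0 in dCas9P300-TSS.

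Tendon genes that differed were mostly lower in Pitx1-positive cells paired by cluster and nearest depth, whereas with unmatched negative cells the list test changed direction (median -0.0066). Of 17 tendon genes 8 were lower and 1 higher (1 higher and 12 lower adjusted over the list alone), including the tendon regulator Scx (-0.32; -0.20 without Inv1 replicate 1) and Fmod (-0.88), with camera adjusted p = 4.38e-05 and adjusted p = 0.868 with an estimated correlation. Of 24 chondrogenesis genes 4 were lower, or 5 adjusted over the list alone: Matn1 (-0.47; 0.25 without Inv1 replicate 1 and -0.75 without replicate 2), Hapln1 (-0.34), Col9a1 (-0.18; -0.29 and -0.08) and Col2a1 (-0.13), with camera adjusted p = 0.0422 and adjusted p = 0.868 with an estimated correlation. Of 16 distal identity genes 5 were higher, or 7 adjusted over the list alone, with Msx2 at 0.33 (0.16 without replicate 1) and Dach1 at 0.32 (0.16 without replicate 1) beside Tfap2b and Msx1 (camera adjusted p = 0.0538). Of 14 proximal identity genes 3 were higher and 4 lower, or 8 and 4 adjusted over the list alone, with the stylopod gene Meis1 at -1.37 (adjusted p = 7.66e-10) and camera adjusted p = 0.642. Of 15 connective tissue genes 2 were higher and 4 lower, or 3 and 6 adjusted over the list alone, with Col3a1 at 0.25 (adjusted p = 8.55e-18), Twist2 at -0.30 (-0.52 and -0.10 without replicates 1 and 2), Tcf4 at -0.13 (-0.06 and -0.20) and camera adjusted p = 0.201. Of 13 joint interzone genes 2 were higher and 2 lower, or 4 and 3 adjusted over the list alone, with Sfrp2 at 0.12, Enpp2 at -0.42 and Erg at -0.38 (camera adjusted p = 0.779).

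Forelimb genes of the Hoxc cluster were lower in Pitx1-positive cells, Hoxc5 at -0.99 (edgeR adjusted p = 6.22e-10) and Hoxc4 at -0.91, 2 of 5 genes tested, or 1 higher and 2 lower adjusted over the list alone (camera adjusted p = 0.303). Of 4 genes tested of the hindlimb programme list Hoxa10 was higher at 0.15 (0.07 without Inv1 replicate 1 and 0.23 without replicate 2), as adjusted over the list alone (camera adjusted p = 0.201). Of 8 Shox2 neighbours Rarres1, a retinoid-responsive gene, was higher at 1.48 (adjusted p = 1.46e-10; 9.54 against 4.78 and 17.6 against 4.65 CPM), as adjusted over the list alone (camera adjusted p = 0.779). Of 8 Pitx1 neighbours Tgfbi (0.19) and Macroh2a1 (0.11) were higher, or 2 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.453). Of 17 immediate early and stress genes 3 were lower, as adjusted over the list alone: Klf6 (-0.37), Btg2 (-0.34; -0.14 and -0.52 without replicates 1 and 2) and Fos (-0.21; -0.12 without replicate 1), with camera adjusted p = 0.201. Of 54 G2M genes 3 were higher, or 6 adjusted over the list alone: Ccnb2 (0.30), Cenpa (0.26) and Cenpf (0.21; 0.32 and 0.13), with camera adjusted p = 0.110. Of 43 S phase genes none passed, also none adjusted over the list alone (camera adjusted p = 0.453). Of 15 hypoxia and glycolysis genes Eno1 (-0.14) and Pgk1 (-0.12) were lower, or 3 adjusted over the list alone (camera adjusted p = 0.303). Of 21 imprinted genes Meg3 (-0.13), Nnat (-0.09) and Mest (-0.08; -0.05 without replicate 2) were lower, or 6 adjusted over the list alone (camera adjusted p = 0.642). Meg3 was also the 1 of 5 nuclear retained RNAs that passed, or 2 adjusted over the list alone (camera adjusted p = 0.779). None of 16 polycomb genes and none of the muscle, epithelium, endothelium, neural crest and glia or erythroid markers passed, over all genes or adjusted over the list alone, at camera adjusted p = 0.779, 0.772, 0.201, 0.444, 0.303 and 0.920. The 2 immune markers and the 1 gene tested of the X inactivation and Y linked list were too few for a list test and did not pass.

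Because the activator sits in the Shox2 locus, Pitx1 was read beside Shox2 in single cells. In dCas9P300-TSS Pitx1 was in 15.9% of mesenchymal cells with Shox2 and 4.01% of those without, and in Inv1 in 45.2 and 27.8% of replicate 1 and in 44.1 and 27.9% of replicate 2. Within clusters and depth strata the odds ratios were 1.62 (1.22 to 2.16), 1.4 (1.04 to 1.90) and 1.58 (1.19 to 2.09) in the 3 libraries, so at this resolution the ratio of dCas9P300-TSS lay between those of the Inv1 pair. With no strata they were 2.14, 2.04 and 4.54, that of dCas9P300-TSS lying above both. Of the Pitx1-positive cells 57.1, 57.0 and 71.5% held Shox2. Thinned to 3000 UMIs, the shares with and without Shox2 were 25 and 12.2%, 23.0 and 11.0%, and 10.6 and 2.68%, and the odds ratios 1.76 (1.28 to 2.41), 1.25 (0.852 to 1.82) and 1.62 (1.18 to 2.22), of which that of Inv1 replicate 2 spanned 1. The dCas9P300 transcript was sparse, in 4.75% of dCas9P300-TSS mesenchymal cells and in 8.33% of those with Pitx1. Pitx1 was in 15.1% of cells with it (41 of 271) and 8.30% of cells without it (451 of 5432), an odds ratio of 0.953 (0.663 to 1.37) within clusters and depth strata.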

Values the study reported

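The study's methods state that about 8029 cells were loaded for the Inv1 forelimbs and 10,141 for the dCas9P300-TSS forelimbs. The paper reports a Pitx1 transcript in 34% of Inv1 forelimb cells against 2% in wildtype. Flow cytometry marked 6% of cells in forelimbs of other Inv1 embryos, which carried the EGFP sensor. The paper holds that the gap can come from gating that left out weak signals and from the sensitivity of each method. For dCas9P300-TSS the paper reports Pitx1 in 9% of forelimb mesenchymal cells against 2% in wildtype, with 14.9% against 2.1% in proximal forelimb cells. It also reports a correlation of 0.441 between Pitx1 and Shox2.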

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

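The tests of likeness between cell classes, of the Pitx1 to Shox2 ratio in muscle-like cells and of dCas9P300 in Inv1 were chosen only after the result was seen, whereas that of Prrx1 in muscle-like cells was set beforehand.

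Pitx1 differed between the alleles along the limb axis: the interaction of region and group was -1.64 on the log2 scale, a smaller proximal excess in Inv1 than in dCas9P300-TSS. In mesenchyme against muscle-like cells, the differences between the alleles' fold changes were 4.21 for Pitx1, 2.51 for Sox9, 1.72 for Prrx1 and -1.88 for Shox2. In mesenchyme against epithelium-like cells they were -2.86 for Egr1, -2.51 for Junb, -0.89 for Jund and -8.41 for dCas9P300. Each came from a test of the difference itself with an adjusted p under 0.05, and no explanation was tested for Sox9, Prrx1, Shox2, Egr1, Junb or Jund.

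Many genes that differed between Inv1 and dCas9P300-TSS in mesenchyme differed in the same direction in muscle-like and epithelium-like cells, H19, Mid1, Ddx3y and H4c4 among them. If the library or the embryo rather than the Pitx1 allele were the source, the fold changes would correlate across classes. They did, with r 0.758 in muscle-like and 0.717 in epithelium-like cells across genes. Library chemistry, sequencer, stem cell line and embryo batch may each give such a pattern and cannot be separated here. Depth differed between the groups too, and the gene limit removed 19.7 and 30.7% of the Inv1 barcodes against 1.70% of dCas9P300-TSS. The part of depth and of the limits on cells in this likeness was not tested. Embryo sex was not tested: Y-linked genes were lower in Inv1, but of X inactivation only 1 gene was tested and it did not pass. Its log2 fold change was not above 0, so it was not higher in Inv1. Genes of the connective tissue and cartilage lists, in part not tested outside mesenchyme, stay open to an effect of the alleles. Replicate libraries of both alleles, from the same stem cell line and on a single chemistry, would be needed to test it.

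Pitx1 in muscle-like cells of dCas9P300-TSS, at 15.3 CPM against 3.63 and 2.01 in Inv1, ran against its order in mesenchyme. RNA from mesenchymal cells would bring Shox2, but Pitx1 had 3.52 UMIs per Shox2 UMI there (2.15 to 6.03), against 0.0668 in mesenchyme. Doublets would bring Prrx1, which reached 7.41% (4.59 to 11.3) of its mesenchymal level in the 38 positive cells. Across all muscle-like cells Prrx1 was at 27.5 CPM in dCas9P300-TSS against 5.81 and 9.05 in Inv1. Shox2 went the other way, at 4.34 against 10.9 and 25.1 CPM, so some mesenchymal RNA in these cells is not excluded. A hypothesis is that the guided activator may act at Pitx1 in limb muscle cells or their precursors, although dCas9P300 had 0 UMIs in the 428 cells, at most 0.763 CPM against 8.65 in mesenchyme. Technical explanations stay open, a difference between embryos or chemistries among them. Muscle cells of a second dCas9P300-TSS library and of a library without guides would test the hypothesis.

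The dCas9P300 transcript had 23 UMIs in Inv1 replicate 1 and 14 in replicate 2, embryos not labelled as carrying it. They were concentrated in epithelium-like cells, in 7.55 and 4.48% of them against 0.447 and 0.328% of mesenchymal cells. Free RNA or shared barcodes would spread them evenly, but the lower of the Inv1 epithelial levels was 3.23 CPM, where mesenchyme had at most 0.761 by its interval. A sequence shared with an epithelial gene could be the source, yet epithelium-like cells of dCas9P300-TSS held 0.336 CPM from 1 UMI (0.00852 to 1.87). This goes against it without excluding it, since the interval overlaps that of Inv1 replicate 2 (1.18 to 7.03) and the test between groups in these cells gave 3.48 (adjusted p = 0.105). No biological explanation was tested.

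Barcodes left out by the limits on cells also held Pitx1, in 29.6 and 38.4% of those of Inv1 replicates 1 and 2 and 11.2% of those of dCas9P300-TSS.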

How the results depend on the processing

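The first naming rule, named classes only, the other resolutions for the interaction and genes scaled over all libraries in the fit between groups were tests chosen only after the result was seen. No paired analysis was possible because the groups share only a replicate number.

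Pitx1 in mesenchyme against other cells, in proximal against distal mesenchyme and in the interaction kept their direction under every alternative run, and significance under those with a test, at 0.62 to 5.48, 1.05 to 1.42 and -1.78 to -1.10. The Inv1 share of mesenchymal cells with Pitx1 was 39.4% under loose limits, 36.3% with doublets kept, 36.8% with genes scaled over all libraries, 34.0% less background, and 16.9 and 23.7% thinned to 3000 and 5000 UMIs. For dCas9P300-TSS it was 9.48% with doublets kept, 9.68% with genes scaled over all libraries, 9.80% under the first naming rule, 4.29% less background, and 5.59 and 7.89% thinned. The positive cells of that background were all muscle-like, whose Pitx1 the closing tests set apart from mesenchymal RNA, so its subtraction removes too much if they hold. Thinning lowers a share by its construction. The other causes were not tested. Mesenchyme made up 77.1, 77.2 and 75.3% under loose limits and 74.3, 77.5 and 73.8% under the first naming rule.

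Between groups DESeq2 called 3108 genes. The cause was not tested. Signs reversed with no scaling for Shox2 (0.081), Tbx5 (0.012), Runx2 (0.030), Junb (0.094) and Jund (0.12), which shifts all genes by construction. Junb also reversed with equal cells per cluster (0.025), loose limits (0.041) and the first naming rule (0.029), and Krt15 under loose limits (-0.18). The cause was not tested. Of the values of single named genes under an alternative, 1169 stayed alike, 83 moved without 1 library, 59 lost and 11 gained significance. Loose limits left 5 of 9 lists past the threshold. The median of the G2M list became -0.14 from -0.91, so its difference depends on these limits, which changed together. Which of them mattered was not tested.

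Pitx1-positive against -negative cells gave 536 genes with unmatched negative cells, 127 with at least 2 UMIs and 5 with DESeq2. Those 5 were Col3a1, Itm2a, Rspo1, Msx1 and Ogn, of which Itm2a and Rspo1 were chosen after their values were seen. Unmatched cells reversed Gdf5 (-0.14), Sox9 (-0.42), Jund (0.10), Sfrp2 (-0.17), Meg3 (0.077) and Mest (0.070), and the test of the tendon list (median -0.0066). A minimum of 2 UMIs reversed Sox9 (-0.11) and Runx2 (-0.058). Matn1 ranged from -0.75 to 0.25 when either Inv1 library was left out, the latter without replicate 1. The cause was not tested. Of the other values 239 stayed alike, 72 moved without 1 library, 89 lost and 5 gained significance. Lists past the threshold numbered 8 with unmatched cells, 4 with at least 2 UMIs and 1 with no filter, against 2.

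With no strata the odds ratios of Pitx1 with Shox2 were 2.14 and 2.04 in Inv1 replicates 1 and 2 and 4.54 in dCas9P300-TSS, and 1.97 with dCas9P300, since clusters and depth are then not held equal. Median depth of dCas9P300-TSS mesenchyme, 5608 UMIs, limits shares of sparse transcripts such as Tbx4 and dCas9P300.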

Other observations

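The test of clusters here was chosen only after the result was seen, and the values are given without a p-value.

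The contrast between the alleles differed from one mesenchymal cluster to another. In the unnamed cluster led by Ntrk2, Itm2a and Osr2, Pitx1 was in 45.0 and 52.7% of Inv1 cells (36.6 to 53.6 and 42.0 to 63.3) and in 2.11% of dCas9P300-TSS cells (6 of 285, 0.776 to 4.53), at 100, 113 and 4.26 CPM. In the unnamed cluster led by Hoxc5, Rspo1 and Irx5 it was in 24.2, 28.7 and 17.8%, and the levels were alike at 34.9, 35.5 and 34.4 CPM. Thinned to 3000 UMIs, the shares were 25.5, 29.2 and 1.65% in the former and 5.93, 11.8 and 9.41% in the latter. The unnamed cluster led by Runx2, Aspn and Meox1 held some of the highest Inv1 levels, 208 and 239 CPM against 44.9. A cluster of irregular connective tissue with Grem1 and Alx1 held Pitx1 in 79.6, 71.4 and 29.9% of cells.

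The limits on cells left 5075 of the 8029 barcodes of Inv1. The number of cells that the study gives as loaded for this group is higher than the number left and equals the barcodes in the files before any limit.

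Inv1 replicates 1 and 2 were not 1 library deposited under 2 names, since only 4 barcodes (0.106%) were shared.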
